# Impairment of DNA Methylation Maintenance Is the Main Cause of Global Demethylation in Naive Embryonic Stem Cells

**DOI:** 10.1016/j.molcel.2016.04.025

**Published:** 2016-06-16

**Authors:** Ferdinand von Meyenn, Mario Iurlaro, Ehsan Habibi, Ning Qing Liu, Ali Salehzadeh-Yazdi, Fátima Santos, Edoardo Petrini, Inês Milagre, Miao Yu, Zhenqing Xie, Leonie I. Kroeze, Tatyana B. Nesterova, Joop H. Jansen, Hehuang Xie, Chuan He, Wolf Reik, Hendrik G. Stunnenberg

## Abstract

Global demethylation is part of a conserved program of epigenetic reprogramming to naive pluripotency. The transition from primed hypermethylated embryonic stem cells (ESCs) to naive hypomethylated ones (serum-to-2i) is a valuable model system for epigenetic reprogramming. We present a mathematical model, which accurately predicts global DNA demethylation kinetics. Experimentally, we show that the main drivers of global demethylation are neither active mechanisms (*Aicda*, *Tdg*, and *Tet1-3*) nor the reduction of de novo methylation. UHRF1 protein, the essential targeting factor for DNMT1, is reduced upon transition to 2i, and so is recruitment of the maintenance methylation machinery to replication foci. Concurrently, there is global loss of H3K9me2, which is needed for chromatin binding of UHRF1. These mechanisms synergistically enforce global DNA hypomethylation in a replication-coupled fashion. Our observations establish the molecular mechanism for global demethylation in naive ESCs, which has key parallels with those operating in primordial germ cells and early embryos.

## Highlights

• Impaired DNA methylation maintenance is the cause of global demethylation in naive ESCs
• Loss of H3K9me2 and UHRF1 lead to impaired maintenance targeting to replication foci
• TET enzymes are not required for global demethylation
• Mathematical model accurately predicts global 5mC and 5hmC during epigenetic resetting

## Introduction

Pluripotency describes the transient embryonic potential to form all embryonic germ layers and the germline, excluding the extra-embryonic tissues (Smith, 2001). This state can be recapitulated in vitro in mouse embryonic stem cells (ESCs) derived from the inner cell mass (ICM), maintaining their pluripotent, self-renewing state and the ability to contribute to chimeric embryos (Martello and Smith, 2014). Dictated by the culture conditions, mouse ESCs can adopt two interconvertible states resembling two slightly different in vivo developmental stages. While originally mouse ESCs were grown in serum/leukemia inhibitory factor (LIF)-containing media (“serum ESCs”), recently, serum-free culture conditions have been established that favor derivation and propagation of mouse ESCs in the absence of serum (Ying et al., 2008). These conditions rely on specific inhibition of GSK3beta and Erk1/2 and downstream signaling by two small-molecule inhibitors (“2i ESCs”). 2i ESCs transcriptionally closely resemble cells from the ICM (Nichols and Smith, 2012), and serum ESCs tend to phenocopy cells from the early epiblast and show a greater heterogeneity and differential expression of pluripotency and differentiation factors, resulting in overt and spontaneous differentiation if not held back by LIF (Canham et al., 2010, Singh et al., 2007, Tang et al., 2010). Accordingly, the state of 2i ESCs has been designated the “ground- or naive-state” of pluripotency, and cells grown in 2i are believed to be a much better representation of the cells from the ICM, compared to “primed” serum ESCs (Marks et al., 2012, Martello and Smith, 2014).

In vivo, acquisition of pluripotency in both primordial germ cells (PGCs) and the early embryo coincides with genome-wide epigenetic reprogramming of histone modifications and DNA hypomethylation (Guo et al., 2014, Kobayashi et al., 2012, Kobayashi et al., 2013, Seisenberger et al., 2012, Smith et al., 2014). During the in vitro transition of ESCs from serum to 2i, the epigenome is also globally reprogrammed, with loss of H3K27me3 at repressed promoters, but only minor changes in H3K4me3 and H3K9me3 (Marks et al., 2012). Recently, we and others showed that the genome of 2i ESCs is globally hypomethylated and as such similar to the cells in the ICM, whereas serum ESCs are hypermethylated (Ficz et al., 2013, Habibi et al., 2013, Hackett et al., 2013a, Leitch et al., 2013). To date, the molecular mechanisms regulating this conserved (Guo et al., 2014, Takashima et al., 2014, Wang et al., 2014) genome-wide demethylation in the naive state are unclear.

In the current study, we have revisited this transition and embarked on a comprehensive, time-resolved experimental and mathematical approach to reveal and verify the kinetics and interplay between the different components of the DNA demethylation machinery and to unravel the mechanistic regulation of the main pathway responsible for genome-wide DNA demethylation.

## Results

### Demethylation Dynamics during Serum-to-2i Reprogramming

DNA demethylation dynamics can be attributed to three major pathways (Wu and Zhang, 2014): (1) maintenance DNA methylation or replication dependent passive dilution, (2) de novo DNA methylation, and (3) active DNA demethylation, primarily via DNA hydroxymethylation (Figure 1A). 

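RNA from E14 cells, a feeder-independent mouse ESC line, was sequenced at 4, 16, 24, and 32 hr after serum medium was replaced by 2i, without vitC or with 17 µM vitC. 2i is a serum-free medium in which PD0325901 inhibits MEK and CHIR99021 inhibits GSK3. The paper gives their concentrations as 1 µM and 3 µM, whereas the sample labels give 1 mM and 3 mM. Each of the 8 combinations of time and treatment was represented by 1 library, and no serum library was analysed here. Total RNA was depleted of ribosomal RNA rather than selected for poly(A), and the authors deposited the number of reads that HTSeq counted on each of 37263 Ensembl genes, without normalization. The totals in 2i were 17403697 counts at 4 hr, 18434932 at 16 hr, 12940716 at 24 hr, and 13605342 at 32 hr. With vitC they were 13157570, 6969300, 4753528, and 11893512 counts at the same times. The 4 hr and 24 hr libraries ran on lane 8 of the sequencer and the 16 hr and 32 hr libraries on lane 7, so that 24 hr was compared with 4 hr within a lane, whereas lane and time cannot be told apart between 16 hr or 32 hr and 4 hr. Counts were scaled to CPM, the counts relative to each library's total, with edgeR's TMM factors. Ratios between 2i libraries are given as log2 CPM with a prior count of 2, and have no replicate check. As a test, edgeR's quasi-likelihood model with an additive effect of time and treatment was fitted to all 8 libraries for the 14931 genes with at least 1 CPM in at least 2 libraries. Its error, with 3 residual degrees of freedom, is the departure of the treatments from a common time course, and not a spread between replicate cultures. Between 4 hr and 24 hr, 3061 genes changed with an adjusted p-value under 0.05 (Benjamini-Hochberg), of which 1720 rose and 1341 fell. After a correction for GC content and gene length, chosen after seeing the data, 3068 passed, but 1407 rose and 1661 fell. The balance of rises and falls therefore depends on this setting. Without a treatment term in the model, 1891 genes passed. Another fit took the share of reads on Lars2 and the features that vary with it as a covariate. This covariate was chosen after seeing the data and was lowest in both 4 hr libraries. With it the number was 0, with 1416 at an unadjusted p-value under 0.05. As the covariate overlaps with time, the 0 does not by itself argue against the changes.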

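In the 2i libraries, Dnmt1 (ENSMUSG00000004099) was at 335 CPM at 4 hr (Wilson 95% confidence interval 326 to 344, counting error only) and at 392 CPM at 24 hr (382 to 403), a log2 ratio of 0.23. Uhrf1 (ENSMUSG00000001228) was at 409 CPM (400 to 419) and 475 CPM (463 to 487), a log2 ratio of 0.21. In the additive model neither change passed the threshold, with adjusted p-values from edgeR of 0.11 and 0.41. Between 4 hr and 16 hr the 2i ratios of both genes were -0.03. Between 4 hr and 32 hr they were 0.27 for Dnmt1 and 0.03 for Uhrf1, and Dnmt1 passed in the additive model, with a log2 fold change of 0.46 (adjusted p = 0.040, edgeR), whereas Uhrf1 did not (0.12, adjusted p = 0.55). Tet1 (ENSMUSG00000047146) rose from 141 CPM (136 to 147) to 280 CPM (271 to 289), a log2 ratio of 0.99. Its log2 fold change in the additive model was 1.20 (standard error 0.16, adjusted p = 0.00050, edgeR). With the share of reads on Lars2 as a covariate it was 1.33 (adjusted p = 0.32, edgeR). Between 4 hr and 32 hr the 2i ratio of Tet1 was 0.60 and its additive log2 fold change 0.50 (adjusted p = 0.035, edgeR). Tet2 (ENSMUSG00000040943) had a log2 ratio of 0.39 and Tet3 (ENSMUSG00000034832) of 0.77. Both passed in the additive model, with edgeR adjusted p-values of 0.025 and 0.015, but not without a treatment term (0.076 and 0.15), nor after a correction for GC content and gene length, which was chosen after seeing the data (0.21 and 0.13). Between 4 hr and 32 hr neither passed (edgeR adjusted p = 0.28 and 0.37). Tet3 was the least abundant of the TET genes, at 8.96 CPM (7.65 to 10.5) at 4 hr and 15.4 CPM (13.4 to 17.7) at 24 hr. Tdg (ENSMUSG00000034674) was counted 77 times in each of these libraries, at 4.48 CPM (3.59 to 5.60) and 6.03 CPM (4.83 to 7.54). Its log2 ratio was 0.42 (-0.04 to 0.87, counting error only), so that a small change could not be told from none.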

During the conversion from serum to 2i ESCs, the maintenance methylation components *Dnmt1* and *Uhrf1*, the ten-eleven translocation (TET) enzymes (*Tet1*, *Tet2*, and, at low levels, *Tet3*), *Aicda*, and *Tdg*, which have all been implicated in active DNA demethylation, are expressed at similar transcriptional levels. In contrast, the de novo methylases *Dnmt3a/b* and their regulator *Dnmt3l* are suppressed in the 2i state (Figures 1B and S1A).

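Dnmt3b (ENSMUSG00000027478) fell in the 2i libraries from 295 CPM at 4 hr (Wilson 95% confidence interval 287 to 303) to 97.3 CPM at 16 hr (93.0 to 101.8), 77.8 CPM at 24 hr (73.1 to 82.8), and 66.3 CPM at 32 hr (62.1 to 70.8). The log2 ratio of 24 hr to 4 hr was -1.92 in 2i and -2.23 with vitC. In the additive model on all 8 libraries the log2 fold change was -2.08 (standard error 0.15, adjusted p = 9.0e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dnmt3l (ENSMUSG00000000730) fell from 123 CPM (118 to 129) at 4 hr to 20.3 CPM (18.4 to 22.4) at 16 hr and 12.1 CPM (10.4 to 14.2) at 24 hr. Its log2 ratio was -3.33 in 2i and -4.44 with vitC, and its log2 fold change in the additive model was -3.86 (standard error 0.29, adjusted p = 1.4e-05, edgeR). With the share of reads on Lars2 and the features that vary with it as a covariate, chosen after seeing the data, these falls were -1.71 and -2.64. Their edgeR adjusted p-values were then 0.14 and 0.21. As the covariate overlaps with time, these p-values do not by themselves argue against the falls. In 2i the share of these features was 0.028% at 4 hr, 0.21% at 16 hr, 5.92% at 24 hr, and 0.56% at 32 hr. At 16 and 32 hr the 2i log2 ratios to 4 hr were already -1.60 and -2.15 for Dnmt3b, and -2.595 and -3.43 for Dnmt3l. This argues against these reads as the sole source of the falls, although those libraries ran on the other lane. Dnmt3a (ENSMUSG00000020661) did not fall over this interval. It was at 84.2 CPM (80.0 to 88.7) at 4 hr, 81.6 CPM (77.7 to 85.8) at 16 hr, 103 CPM (97.4 to 109) at 24 hr, and 103 CPM (97.8 to 109) at 32 hr. Its additive log2 fold change of 0.36 (standard error 0.14, adjusted p = 0.10, edgeR) did not pass the threshold, and after correction for GC content and gene length, chosen after seeing the data, it was -0.15 (adjusted p = 0.43). No library precedes 4 hr, and changes before that time are not in these values. The paper sets the de novo methylation genes against the maintenance and active demethylation genes and states that they are suppressed in 2i (Figures 1B and S1A).

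**Figure D1:**
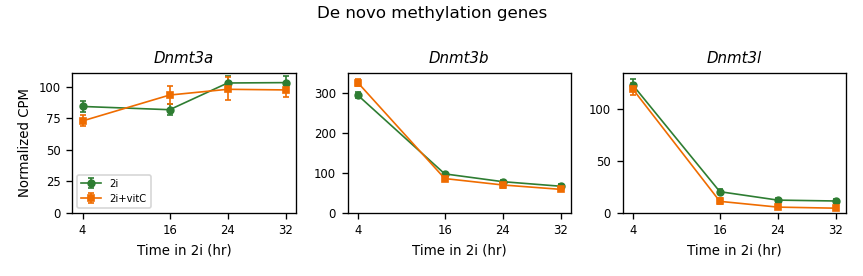
CPM, normalized by TMM, of Dnmt3a, Dnmt3b, and Dnmt3l (linear vertical axes from 0) against hours in 2i, without (green circles) and with vitC (orange squares). Each point is 1 library, and bars are Wilson 95% confidence intervals, which cover counting error only. Dnmt3b and Dnmt3l fall mostly between 4 and 16 hr, and Dnmt3a does not fall.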

To further understand the kinetics of the transition from serum to 2i ESCs, we determined their DNA methylation state at several time points. First, we quantified global levels of 5-methylcytosine (5mC) and 5-hydroxymethylcytosine (5hmC) by liquid chromatography followed by mass spectrometry (LC-MS) (Figure 1C) as well as by reduced representation bisulfite sequencing (RRBS) (Figure 1D), whole-genome bisulfite sequencing (WGBS), and TET-assisted bisulfite sequencing (TAB-seq) (Figures S1B and S1C). In line with our previous studies (Ficz et al., 2013, Habibi et al., 2013), DNA demethylation rapidly ensued after medium replacement (∼32 hr; about two rounds of replication) and thereafter continued gradually, reaching a steady-state level after 14 days (Figure 1C). A moderate increase in 5hmC levels was observed up to 72 hr, suggesting the presence of TET activity.

### Mathematical Modeling of DNA Demethylation Kinetics

To dissect the role and relative contribution of the three pathways and the various regulatory factors involved, we used mathematical modeling to predict DNA demethylation throughout the time course. Since the first population-epigenetic models for DNA methylation dynamics were published (Otto and Walbot, 1990, Pfeifer et al., 1990), several studies were undertaken to improve the predictions by using different approaches and incorporating new biological concepts into the models (Arand et al., 2012, Genereux et al., 2005, McGovern et al., 2012, Sontag et al., 2006). Due to the lack of adequate experimental data describing DNA methylation changes genome-wide, previous descriptive and predictive models could not be fuelled with accurate input values and precise estimates of the parameters. To overcome this obstacle and to obtain accurate input values, we performed genome-wide hairpin bisulfite sequencing (Zhao et al., 2014) and combined these with our other sequencing datasets. We calculated the percentages of fully methylated CpG dyads (mCpG/GpCm), hemi-methylated CpG dyads (mCpG/GpC), and unmethylated CpG dyads (CpG/GpC) (Figure S1D; Table S1) as well as the levels of hydroxymethylated CpGs from TAB-seq data and hairpin bisulfite sequencing. These input values along with the global 5mC values from LC-MS were used to estimate the following parameters, which are directly proportional to the enzyme abundance and/or activity and reflect the amount of substrate that is converted to the product: *p*_*1*_, a dynamic proportionality value for de novo methylation; *p*_*2*_, a proportionality constant for maintenance methylation; and *p*_*3*_, a proportionality constant for active demethylation (hydroxymethylation). Through several iterations of fitting the mathematical model to the 5mC data, we were able to estimate the values of the constants for the serum-to-2i transition in E14 ESCs with the lowest minimum mean square error (MMSE) (Figure 1E). The model also takes into account that the rate of de novo methylation (*p*_*1*_) changes gradually (Figure S1E). Using these values, the model recapitulates 5mC dynamics and predicts the dynamics of 5hmC in ESCs with excellent approximation (R^2^ = 0.99) (Figure 1F, blue panel, dotted line). *p*_*1*_, *p*_*2*_, and *p*_*3*_ reflect the individual activity and overall contribution of the three pathways to the DNA methylation dynamics observed and predicts that maintenance methylation is significantly impaired and a major driver of the DNA demethylation observed (Figure 1F).

### Global Demethylation Kinetics in Mutants of the DNA Methylation Machinery

To validate and fully understand the contribution of the individual DNA methylation and demethylation enzymes in the genome-wide epigenetic reprogramming that characterizes the transition from serum to 2i ESCs, we examined the dynamics of this loss of methylation in mouse embryonic stem cells in which one or more of the components of the DNA methylation machinery had been deleted. To this end, we determined the DNA methylation state at several time points in serum and during the transition from serum to 2i ESCs (Figure 2A) with inducible deletion of *Dnmt1* (*Dnmt1*^fl/fl^); *Uhrf1* (*Uhrf1*^fl/fl^); *Dnmt3a/b* (*Dnmt3a*^fl/fl^ × *Dnmt3b*^fl/fl^) or constitutive deletion of *Aicda* (*Aicda*^−/−^); *Tdg* (*Tdg*^−/−^); *Tet1/2* (*Tet1*^−/−^ × *Tet2*^−/−^); *Tet1/2/3* (*Tet1*^−/−^ × *Tet2*^−/−^ × *Tet3*^−/−^) and in corresponding wild-type control ESCs and compared these to the predictions of our model.

All mutant ESCs tested displayed global loss of 5mC upon serum-to-2i conversion. We specifically compared the rate of demethylation in ESCs lacking either *Dnmt1* or *Uhrf1* with control ESCs and observed an increased rate of demethylation (Figure 2B), showing that loss of DNA methylation maintenance results in increased demethylation rates. This supports the prediction from the mathematical model (dotted lines in the colored boxes) and implicates a failure of DNA methylation maintenance in 2i ESCs, albeit not a complete loss. Next, we compared the demethylation kinetics in ESCs lacking *Dnmt3a* and *Dnmt3b*. Interestingly, deletion of *Dnmt3a/b* in serum grown ESCs results in only a marginal decrease in the genomic level of 5mC (Figure 2C), and the kinetics of DNA demethylation are unaltered in the serum-to-2i conversion (Figure 2D), showing that loss of de novo methylation is not responsible for global loss of DNA methylation. Finally, we assessed the contribution of enzymes involved in active demethylation pathways in the serum-to-2i conversion. As predicted by the model, ESCs lacking *Tet1/2/3*, *Tdg*, or *Aicda* showed strikingly similar demethylation dynamics to their wild-type control counterparts (Figures 2E, S2A, and S2B). Since TET-driven oxidation has been previously suggested as a potential driver of demethylation in the serum-to-2i conversion, we confirmed the loss of 5hmC in *Tet1/2/3* knockout (KO) cells (Figure 2F). This shows that the TET enzymes are actively oxidizing 5mC during the serum-to-2i conversion but are neither sufficient nor necessary for global DNA demethylation.

### Locus-Specific Involvement of TET-Dependent Demethylation

The increased levels of 5hmC during the serum-to-2i conversion as well as publications showing further TET-dependent hypomethylation in vitamin C (vitC)-treated 2i ESCs (Blaschke et al., 2013, Chung et al., 2010, Yin et al., 2013) raised the possibility that TET proteins could contribute to the observed demethylation dynamics. We determined the 5mC and 5hmC levels of ESCs at several time points during the serum-to-2i conversion in the presence or absence of vitC (Figure 3A) and observed a significant increase in 5hmC upon vitC treatment, which resulted in an accelerated rate of demethylation and further global hypomethylation. To confirm that this effect was TET dependent, we measured the levels of 5mC and 5hmC in *Tet1/2* KO cells in the presence or absence of vitC (Figure 3B), showing that the increased rate of demethylation (and hydroxymethylation) is dependent on the activity of TET proteins. Using the values of *p*_*1*_ and *p*_*2*_ from E14 ESCs (Figure 1F), we estimated an ∼4-fold increase of active demethylation (*p*_*3*_) in the presence of vitC. Mathematical modeling of the dynamics of 5hmC accurately predicts the observed 5hmC levels during the serum-to-2i conversion in the presence of vitC (Figure S3A).

Having established that exclusively in the presence of vitC TET proteins contribute to global loss of 5mC in the serum-to-2i conversion, we asked whether TET-dependent hydroxymethylation is essential for locus specific demethylation. We performed TAB-seq in parallel to WGBS on the same DNA during the early phase of the time course in the presence or absence of vitC (Figure S3B) as well as RRBS from *Tet1/2/3* KO cells and corresponding wild-type control ESCs during different time points of the serum-to-2i conversion (Figure S3C). These datasets confirmed that TET-dependent hydroxymethylation does not significantly contribute to global demethylation, unless their activity was enhanced by vitC (∼3-fold increase in 5hmC in the first 32 hr). We analyzed the distribution of 5mC and 5hmC over functionally distinct genomic regions with 5hmC enrichment in serum (Figure 3C) and stratified promoters into high-, intermediate-, and low-CpG-density promoters (HCP, ICP, and LCP, respectively) (Weber et al., 2007). The majority of HCPs (n = 3,121) are very low methylated in serum, and only a small subgroup are intermediate (n = 143) or intermediate-low (n = 563) methylated, containing some germ cell-specific genes (e.g., *Dazl*, *Prdm14*, and *Dppa3*) (Figure S3D). In the absence of vitC, we observe only minor if any change in 5mC/5hmC levels over any of the three classes of promoters. In the presence of vitC, however, conversion of 5mC to 5hmC is already apparent as early as 4 hr, and the speed of 5mC loss correlates with CpG density and is different for each class. The kinetics of 5mC to 5hmC conversion and subsequent loss of 5hmC (73% loss) is fastest at HCPs, while ICPs show less dramatic changes (32% loss), with substantial loss of 5hmC being apparent only later. At LCPs, 5hmC slowly accumulates over the time period investigated. Enhancers, defined as elements overlapping H3K4me1, H3K27ac, and DNaseI hypersensitivity and excluding transcription start sites (TSS) (±2 kb) in E14 serum ESCs, show 10%–40% 5mC levels in serum ESCs, in line with previous studies showing that enhancers have low abundance of 5mC (Stadler et al., 2011) and follow kinetics similar to ICPs. The largest part of the genome behaves similar to LCPs; conversion to 5hmC and subsequent erasure is very slow (Figure 3C).

Finally, we analyzed the methylome in *Tet1/2/3* KO cells. Using k-means clustering on average DNA methylation over 500-bp tiles across the genome, we found a cluster of tiles (n = 3,770) that maintains methylation in *Tet1/2/3* KO cells, but not in the corresponding wild-type control cells (Figure 3D). These regions have higher 5mC levels in the *Tet1/2/3* KO cells, but we could not identify any significant functional enrichment associated with them (Table S2).

### UHRF1 Is Downregulated at the Protein Level during the Serum-to-2i Transition

The mathematical model had predicted that maintenance methylation is significantly impaired and a major driver of the DNA demethylation observed (Figure 1F). Subsequently, we confirmed the rapid demethylation upon deletion of *Dnmt1* or *Uhrf1* (Figure 2B) and also showed that loss of de novo methylation does not explain the demethylation dynamics observed (Figures 2C and 2D). In order to understand the mechanistic regulation of this impairment, we focused on the individual components of the maintenance methylation machinery, in particular on the role of *Uhrf1*.

In primordial germ cells, maintenance methylation was reported to be impaired in part by nuclear exclusion of UHRF1 (Seisenberger et al., 2012). We analyzed the subcellular localization of UHRF1 and DNMT1 in ESCs grown in serum and 2i (Figure 4A) and did not detect any nuclear exclusion of either UHRF1 or DNMT1 in ESCs. However, we observed a reduction in the signal intensity of UHRF1 protein in the 2i samples. Our initial transcriptomic analysis of the cells undergoing serum-to-2i transition (Figure 1B) did show that the expression of *Dnmt3a* and *Dnmt3b*, together with the catalytically inactive regulatory isoform *Dnmt3l*, was substantially reduced in 2i, while *Uhrf1* mRNA levels were unchanged. In contrast, UHRF1 protein levels were significantly reduced (∼3-fold by western blot; 2-fold by quantitative mass spectrometry) in 2i ESCs (Figures 4B–4D), as were the levels of the de novo DNMTs (Figure S4A). We found heterogeneous expression of UHRF1 in serum and 2i ESCs (Figure 4C), which did not correlate with the expression of the pluripotency marker NANOG (Figure S4B) but can be attributed to the cell-cycle-dependent regulation of UHRF1 (Bonapace et al., 2002). To further confirm the observation that UHRF1 is regulated at the protein level, we generated an ESC line with constitutive overexpression of an UHRF1-GFP fusion protein. Similar to our observations on endogenous UHRF1, fluorescence-activated cell sorting (FACS) analysis of the UHRF1-GFP cell line showed that UHRF1-GFP was expressed in serum ESCs but was rapidly lost upon serum-to-2i conversion (Figures 4E and S4C), while mRNA levels of endogenous *Uhrf1* and exogenous *Uhrf1-Gfp* remained stable (Figure S4D). Interestingly, we also observed a rapid increase of UHRF1-GFP protein levels upon transfer back to serum growth conditions (Figure S4E), suggesting that the changed signaling environment in 2i specifically affects UHRF1 protein stability.

To confirm whether the regulation of UHRF1 at the protein level was also relevant in human ESCs, we assessed mRNA and protein levels in conventional and naive (Takashima et al., 2014) human ESCs by immunofluorescence (IF). Similar to our observations in mouse ESCs, *UHRF1* and *DNMT1* mRNA levels are not changed between the two states (Figure S4F), but UHRF1 protein levels were significantly reduced (∼2-fold reduced) in the naive cells (Figure S4G), pointing to a conserved regulation of UHRF1 in naive ESCs.

### UHRF1 Recruitment to Replication Foci Is Impaired in 2i ESCs

The rapid, though not complete, loss of UHRF1 protein in 2i conditions prompted us to ask whether recruitment of the DNA maintenance methylation machinery to the replication forks was impaired. Previous IF experiments in cells lacking Uhrf1 proved that the presence of UHRF1 is absolutely required for recruitment of DNMT1 to replication foci (Sharif et al., 2007). We labeled replication foci by incubating serum or 2i ESCs for 8 min prior to fixation with 5-ethynyl-2′-deoxyuridine (EdU), which is incorporated into newly synthesized DNA. Co-staining for UHRF1 and EdU allowed us to count the number of cells with EdU-positive foci for co-localization of UHRF1 with replication foci. While UHRF1 co-localizes with EdU-positive replication foci in the majority of cells in serum conditions, this number is significantly reduced under 2i conditions (Figure 4F). The recruitment of UHRF1 to EdU-positive replication foci is further reduced with time in 2i. These results suggest that DNA demethylation in the serum-to-2i conversion is a consequence of impaired DNA methylation maintenance through impaired recruitment of DNMT1 by UHRF1 to the replication fork.

### H3K9me2 Is Reduced in 2i ESCs

The drastic impairment of recruitment of UHRF1 to replication sites was surprising, as the levels of UHRF1 were reduced albeit still detectable in 2i conditions. The recruitment of UHRF1 depends on the recognition of both hemimethylated CpGs via its SRA domain and of methylated lysine 9 on histone 3 (H3K9) through its Tudor domain (Citterio et al., 2004, Karagianni et al., 2008, Rothbart et al., 2012). Loss of H3K9 methyltransferase G9a results in loss of global DNA methylation (Zhang et al., 2016), and similarly, it has been concluded that loss of H3K9 methylation, in particular H3K9me2, is an additional key step leading to genome-wide demethylation in PGCs (Kurimoto et al., 2015). H3K9me3 localization is relatively unchanged between serum and 2i ESCs and mainly enriched at repetitive elements (Marks et al., 2012), but the importance of loss of H3K9me2 is not clear (Walter et al., 2016). We found a significant reduction in the levels of H3K9me2 upon serum-to-2i conversion (∼2-fold reduction) (Figures 5A, 5B, and S5A). Interestingly, loss of H3K9me2 was rapid, and we detected a weak correlation by IF between the global levels of H3K9me2 and DNA methylation in serum ESCs (Figure 5C), in line with the notion that H3K9me2-dependent recruitment of UHRF1 plays a key role in DNA methylation maintenance in ESCs, possibly explaining the drastic impairment of recruitment of UHRF1 to the replication foci.

To understand any locus-specific effects of the loss of H3K9me2, we performed H3K9me2 chromatin immunoprecipitation sequencing (ChIP-seq) analysis. While the overall pattern of H3K9me2 enrichment did not change during the serum-to-2i conversion, regions with low H3K9me2 enrichment further flattened out (Figure S5B). To correlate the presence of H3K9me2 with the levels of 5mC, we performed H3K9me2 chromatin immunoprecipitation followed by bisulfite sequencing (ChIP-BS-seq) (Brinkman et al., 2012). The 5mC levels in serum ESCs as well as 2i ESCs were significantly increased in the H3K9me2-bound DNA when compared to corresponding input samples (Figure 5D). We then divided the genome into regions with high or low H3K9me2 enrichment and found a significant increase in the 5mC levels at H3K9me2-high regions (Figure 5E).

Next, we generated RRBS libraries of *Uhrf1*^−/−^ and corresponding wild-type control ESCs during the serum-to-2i conversion (Figure S5C) to identify regions that are only maintained in the presence of UHRF1. Computational analyses of these and E14, *Tet1/2/3* KO, and wild-type control lines identified a number of genomic regions resistant to DNA demethylation in wild-type cells, but not upon deletion of *Uhrf1* (Figure S5D; blue cluster), indicating strong locus specific recruitment. These regions are enriched for H3K9me2 in 2i ESCs and for H3K9me3 in 2i and serum ESCs (Figures S5E and 5F). We next measured 5mC levels over H3K9me2- (Figure 5F) and H3K9me3-enriched (Figure S5G) regions (Marks et al., 2012) and found that these regions retain high levels of DNA methylation in 2i ESCs in an UHRF1-dependent manner.

Finally, we asked how H3K9me2 levels were regulated during the serum-to-2i conversion. We quantified mRNA levels of key H3K9 methylases and demethylases by RNA-seq (Figure S5H) and protein levels by mass spectrometry (Figure 5G). Interestingly, we found that several H3K9 demethylases, including KDM3A, KDM3B, and KDM4A, were upregulated specifically at the protein level in 2i conditions. Conversely, a number of H3K9 methylases, such as EHMT1 (GLP) and EHMT2 (G9A), were downregulated.

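At the mRNA level, Kdm3a (ENSMUSG00000053470) was at 253 CPM in the 2i library at 4 hr (Wilson 95% confidence interval 245 to 260) and at 199 CPM at 24 hr (191 to 207), a log2 ratio of -0.35. With vitC the ratio was 0.0071, and the additive model on all 8 libraries gave a log2 fold change of -0.17 (standard error 0.15, adjusted p = 0.45, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Kdm3b (ENSMUSG00000038773) was at 82.7 CPM (78.5 to 87.1) and 112 CPM (106 to 118), a log2 ratio of 0.43, with an additive log2 fold change of 0.64 (standard error 0.15, adjusted p = 0.012, edgeR). Kdm4a (ENSMUSG00000033326) was at 93.3 CPM (88.9 to 98.0) and 145 CPM (139 to 152), a log2 ratio of 0.64, with an additive log2 fold change of 0.55 (standard error 0.14, adjusted p = 0.016, edgeR). After the correction for GC content and gene length, chosen after seeing the data, the changes of Kdm3b and Kdm4a were 0.15 and 0.38 and no longer passed the threshold (edgeR adjusted p = 0.43 and 0.063). Without a treatment term Kdm3b also did not pass (adjusted p = 0.053, edgeR), whereas Kdm4a did (0.029). With the share of reads on Lars2 as a covariate, which overlaps with time, neither passed (edgeR adjusted p = 0.72 and 0.87).

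**Figure D2:**
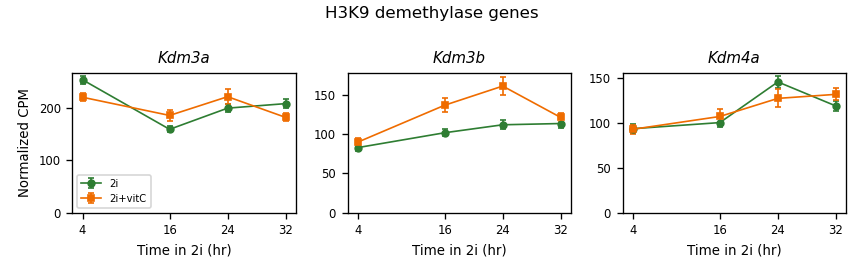
CPM, normalized by TMM, of Kdm3a, Kdm3b, and Kdm4a (linear vertical axes from 0) against hours in 2i, without (green circles) and with vitC (orange squares). Each point is 1 library, and bars are Wilson 95% confidence intervals, which cover counting error only. In 2i, Kdm3a is lower and Kdm3b and Kdm4a are higher at 24 hr than at 4 hr.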

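The mRNA of Ehmt1 (ENSMUSG00000036893) was at 121 CPM in the 2i library at 4 hr (Wilson 95% confidence interval 116 to 127) and at 96.7 CPM at 24 hr (91.5 to 102.3), a log2 ratio of -0.33. In the additive model on all 8 libraries its log2 fold change was -0.28 (standard error 0.13, adjusted p = 0.14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold after correction for GC content and gene length, chosen after seeing the data, at -0.52 (adjusted p = 0.012, edgeR). Ehmt2 (ENSMUSG00000013787) was at 112 CPM (107 to 117) and 108 CPM (102 to 113), with overlapping intervals. Its 2i ratio to 4 hr was -0.06 at 24 hr, 0.19 at 16 hr, and 0.19 at 32 hr, and its additive log2 fold change from 4 hr to 24 hr was -0.05 (standard error 0.16, adjusted p = 0.85, edgeR).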

## Discussion

Genome-wide DNA methylation erasure is a distinguishing epigenetic feature of preimplantation embryos (Guo et al., 2014, Smith et al., 2014, Wang et al., 2014), developing PGCs (Gkountela et al., 2015, Guo et al., 2015, Hackett et al., 2013b, Seisenberger et al., 2012, Tang et al., 2015), and naive ESCs (Ficz et al., 2013, Habibi et al., 2013, Leitch et al., 2013, Takashima et al., 2014). Here, we have developed a mathematical model that is able to accurately estimate 5mC levels and the individual activity of the three main pathways relevant to DNA methylation dynamics (*p*_*1*_, de novo; *p*_*2*_, maintenance; and *p*_*3*_, active demethylation) and predicts with great accuracy corresponding 5hmC kinetics in all instances of global epigenetic reprogramming. Validation of the model in different mutant ESC lines during serum-to-2i conversion demonstrates the power and the high prediction accuracy of the algorithm. Using methylation levels (5mC) from previously published datasets for migratory PGCs (E6.5–E11.5) (Seisenberger et al., 2012) and preimplantation embryos (two-cell stage to E4) (Okamoto et al., 2016, Wang et al., 2014), we have estimated the in vivo activity of the DNA methylation pathways and the dynamics of 5hmC levels during these phases of global DNA demethylation (Figures 6A and S6). All examples of global demethylation in the mouse can hence be accurately modeled and the predicted activities of the three pathways are mirrored by the levels and regulation of the enzymes and factors involved (where this is known). This leads to a unified view of genome-wide demethylation mechanisms.

In all instances of epigenetic reprogramming, global methylation is lost in a replication-dependent manner as a consequence of impaired maintenance methylation (*p*_*2*_). The individual maintenance activity dictates the rate of global demethylation, which is fastest in PGCs, where the rate of demethylation is almost as fast as that brought about by complete loss of maintenance methylation (*Dnmt1* KO ESCs). This result agrees with the observations made in preimplantation embryos, where an oocyte-specific cytoplasmic DNMT1 isoform is predominantly expressed and the somatic DNMT1 isoform is only expressed at low levels, but shows some activity, in particular at imprinted regions (Cirio et al., 2008, Dean, 2008, Hirasawa et al., 2008). Similar to 2i ESCs, the model predicts a significant impairment of de novo methylation in preimplantation embryos and migratory PGCs (*p*_*1*_, ∼10- and 30-fold reduction in activity) when compared to the steady-state levels found in serum ESCs. This is in agreement with substantial downregulation of DNMT3A/B in PGCs (Hackett et al., 2013b, Seisenberger et al., 2012, Wu and Zhang, 2014) and naive ESCs (Ficz et al., 2013, Habibi et al., 2013) and suggests that de novo methylation is not active prior to E4 in early embryos and the expression of de novo DNMTs is only needed for remethylation in the epiblast (Guenatri et al., 2013, Hirasawa et al., 2008). Finally, the importance of active demethylation (*p*_*3*_) for global loss of DNA methylation is estimated to be very low in all instances of epigenetic reprogramming. The 5hmC predictions of the model recapitulate 5hmC dynamics in ESCs and in preimplantation embryos (with the exception of a reported peak at the eight-cell stage) and also predict 5hmC dynamics in PGCs (Figures 6A and S6). Noteworthy, the dynamics in migratory PGCs can be explained by two solutions, which both accurately mimic 5mC levels but predict different 5hmC dynamics. One solution predicts that both maintenance methylation and TET activity are strongly reduced (“impaired maintenance methylation”) (Figure 6A), while the second solution predicts that maintenance methylation is only ∼2-fold reduced and TET activity is high (“TET-dependent demethylation”) (Figure S6). In mouse PGCs, UHRF1 levels are significantly decreased and high levels of hemi-methylated CpG dyads were found (Seisenberger et al., 2012), both supporting a strong impairment of maintenance methylation. In addition, loss of H3K9me2 was reported in in vivo and in vitro PGCs (Kurimoto et al., 2015, Seki et al., 2005) and knockdown of *Tet1* and *2* did not affect global DNA demethylation in vitro (Vincent et al., 2013). Thus, we reason that the “impaired maintenance methylation” model (Figure 6A) faithfully recapitulates the in vivo situation.

Mechanistically, we have dissected the different pathways relevant to DNA methylation dynamics in primed (serum) and naive (2i) ESCs (Wu and Zhang, 2014) and shown that global demethylation is, contrary to previous assumptions, a consequence of neither loss of de novo methylation nor active Tet-dependent demethylation but caused by impaired maintenance methylation. DNMT1 is recruited to the replication fork through UHRF1, which itself interacts with both hemimethylated CpG dyads and methylated H3K9 and loss of either interaction impairs recruitment (Liu et al., 2013). In naive mouse and human ESCs, protein levels of UHRF1 are reduced, limiting the recruitment of DNMT1. In addition, loss of H3K9me2 further reduces UHRF1 recruitment and in turn impairs DNA methylation maintenance by DNMT1 (Figure 6B). UHRF1 is regulated at the protein level in human and mouse ESCs, as well as in human and mouse PGCs (Gkountela et al., 2015, Pastor et al., 2016, Seisenberger et al., 2012, Tang et al., 2015). Interestingly, in mouse PGCs there is also transcriptional silencing of *Uhrf1* (Kurimoto et al., 2015, Magnúsdóttir et al., 2013, Nakaki et al., 2013, Seisenberger et al., 2012), which may well underlie the considerably faster demethylation kinetics in mouse PGCs when compared to naive ESCs. Hence, several pathways have apparently evolved that modulate maintenance methylation by controlling UHRF1 activity at different levels. The additional level of transcriptional regulation in mouse PGCs suggests that the short time frame of epigenetic resetting in the mouse germline necessitated an additional regulatory layer, ensuring almost complete impairment of maintenance methylation and thus rapid demethylation (Figure 6A). This is in contrast to human PGCs, where demethylation occurs with slower, potentially intra-individual-specific kinetics (von Meyenn and Reik, 2015).

In addition to the reduction of UHRF1 protein levels, the signaling changes imposed by 2i in ESCs (MAPK and GSK3 signaling inhibition) elicit a decrease in the levels of H3K9me2, thereby synergistically driving genome-wide DNA demethylation, while allowing methylation maintenance of specific genomic loci. This regulation of H3K9me2 is also evident in PGCs, with apparent loss of H3K9me2 in mouse (Kurimoto et al., 2015, Seki et al., 2005) and human PGCs (Tang et al., 2015). We found that regions with high levels of H3K9me2 in naive ESCs are also characterized by higher level of DNA methylation (Figure 5F) and regions resistant to DNA demethylation in the presence of UHRF1 show significant enrichment of H3K9me2 (Figure S5E). We propose that in the face of global demethylation, locus-specific enrichment of H3K9me2/3 allows DNA methylation maintenance at specific regions via recruitment of UHRF1. Similarly, while TET enzymes were dispensable for global epigenetic reprogramming, TET-dependent demethylation was evident at a limited number of specific loci. WGBS and TAB-seq experiments revealed that active demethylation is restricted to a small proportion of the genome, predominantly including active promoters and enhancers.

Taken together, loss of DNA methylation in ESCs, PGCs, and preimplantation embryos is the result of the concerted regulation of two pathways, namely reduction of UHRF1 protein levels and global loss of H3K9me2, thereby impairing recruitment of DNMT1 to the replication fork. This elegant mechanism facilitates the maintenance of methylation at specific loci while the genome is simultaneously demethylated on a global scale.

## Experimental Procedures

### Cell Culture

Mouse ESCs were cultured in the presence of LIF in DMEM containing 15% fetal calf serum. A tamoxifen-inducible Cre recombinase was used to induce recombination of *loxP* sites in the floxed cell lines 48 hr prior to the experiment. For serum-to-2i transition, serum medium was replaced by serum-free N2B27 supplemented with LIF, mitogen-activated protein kinase kinase (MEK) inhibitor PD0325901 (1 μM), and GSK3 inhibitor CHIR99021 (3 μM).

### Mass Spectrometry of Nucleosides

Mass spectrometry of nucleosides was performed as previously described (Ficz et al., 2013, Kroeze et al., 2014). Briefly, 150–1,000 ng genomic DNA was digested using DNA Degradase Plus (Zymo Research) according to the manufacturer’s instructions and analyzed by liquid chromatography-tandem mass spectrometry.

### Next-Generation Sequencing

WGBS, RRBS, and TAB-seq were performed as described previously (Lister et al., 2008, Smallwood et al., 2011, Yu et al., 2012). Whole-genome hairpin bisulfite sequencing was performed as described previously (Zhao et al., 2014). Chromatin immunoprecipitation of serum and 2i ESCs was performed using anti-H3K9me2 antibodies (Abcam, ab1220). Eluted DNA was then used for ChIP-seq library preparation using the MicroPlex Library Preparation Kit v2 (Diagenode) or alternatively treated as WGBS samples as described above.

See also Supplemental Experimental Procedures.

## Author Contributions

F.v.M., M.I., and E.H. performed the experiments, analyzed the data, and carried out bioinformatics analysis. F.S. performed immunofluorescence experiments and analysis. E.P. carried out bioinformatics analysis. N.Q.L. performed proteomic analysis. E.H. and A.S.Y. performed mathematical modeling. M.Y. and C.H. prepared WGBS and TAB-seq libraries. Z.X. and H.X. performed hairpin-bisulfite library preparation. I.M. generated *Aicda*^−/−^ cells, and T.B.N. generated *Dnmt[3a*^*fl/fl*^*,3b*^*fl/fl*^*]* cells. L.I.K. and J.H.J. performed 5mC/5hmC LC-MS analysis. F.v.M., M.I., E.H., H.G.S., and W.R. designed the experiments and wrote the manuscript. H.G.S. and W.R. provided supervision.

## Figures and Tables

**Figure 1:**
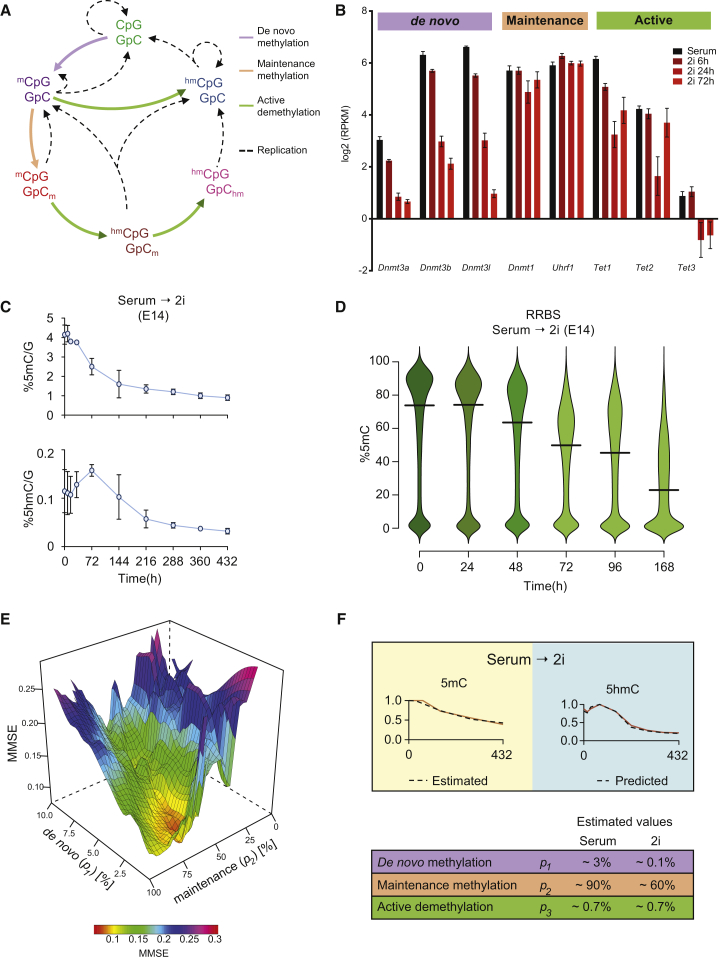
Dynamic Regulation of 5mC and 5hmC during Serum-to-2i Conversion of Mouse ESCs (A) Schematic representation of cytosine methylation/demethylation cycle. Different forms of modified CpG dyads and the corresponding processes are indicated. (B) Expression levels of genes involved in the DNA methylation machinery during serum-to-2i transition. Error bars indicate mean ± SD from three biological replicates. (C) Percentage of 5mC (top) and 5hmC (bottom) as measured by LC-MS in E14 during serum-to-2i conversion. Error bars indicate mean ± SD from three biological replicates. (D) Percentage of 5mC methylation as measured by RRBS in E14 during serum-to-2i conversion. Horizontal bars represent the median values. (E) Graphical representation of the mathematical modeling. The minimum mean square error (MMSE) is plotted against different values for de novo methylation (*p*_*1*_) and maintenance methylation (*p*_*2*_). (F) Overlay of the mathematical model predictions (dotted line) with real measurements (red line) obtained from LC-MS in E14 during serum-to-2i conversion. The table summarizes the results of the mathematical modeling, showing the values estimated for *p*_*1*_, *p*_*2*_, and *p*_*3*_ in the serum steady state and in 2i. *p*_*1*_, proportion of unmethylated CpGs that become hemi-methylated per average cell division; *p*_*2*_, proportion of hemi-methylated CpGs that become fully methylated per average cell division; and *p*_*3*_, proportion of methylated CpGs that become hydroxymethylated per average cell division. See also Figure S1 and Table S1.

**Figure 2:**
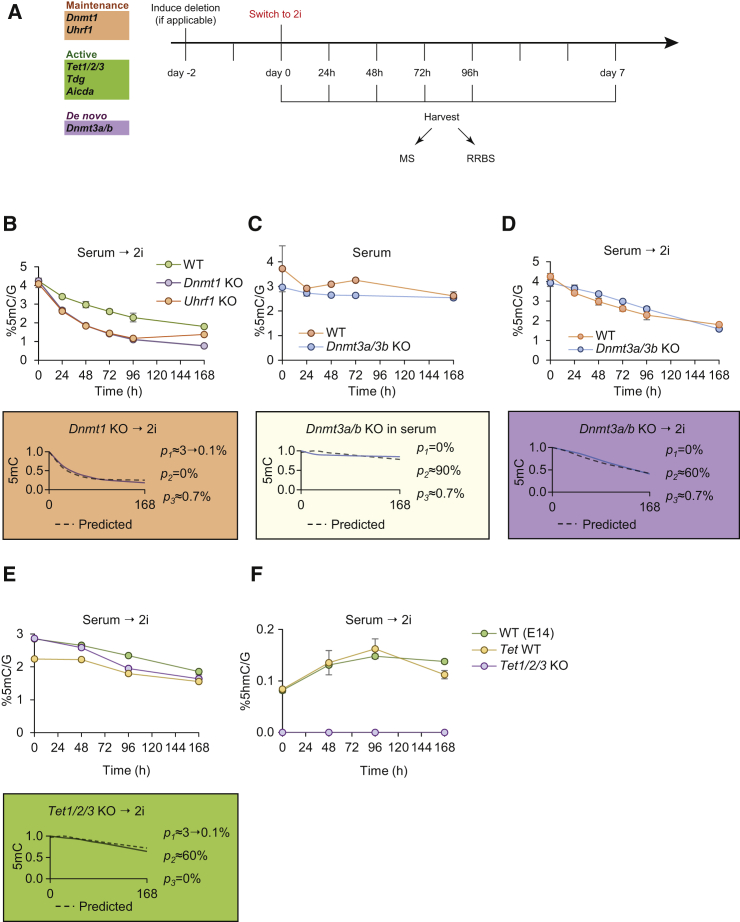
Global Demethylation Kinetics in Mutants of the DNA Methylation Machinery (A) Schematic representation of the experimental setup. Mutants for candidate genes related to global demethylation in the serum-to-2i conversion were initially grown in serum medium. At day 0, culture medium was switched to 2i. Cells were harvested after indicated times. DNA was extracted and analyzed for 5mC and 5hmC levels by LC-MS and/or RRBS. (B) Levels of 5mC in *Uhrf1* and *Dnmt1* KO ESCs during the serum-to-2i transition, measured by mass spectrometry. The colored box shows the overlay between the mathematical model prediction (dotted line) with *p*_*2*_ = 0% and the normalized measured 5mC data. Error bars indicate mean ± SD from three biological replicates. (C) Levels of 5mC in inducible *Dnmt3a/b* KO after induction of deletion in serum media measured by mass spectrometry. The colored box shows the overlay between the mathematical model prediction (dotted line) with *p*_*1*_ = 0% and the normalized measured 5mC data. *p*_*2*_ ≈ 90% since the cells were maintained in serum. Error bars indicate mean ± SD from three biological replicates. (D) Levels of 5mC in inducible *Dnmt3a/b* KO during the serum-to-2i transition. The colored box shows the overlay between the mathematical model prediction (dotted line) with *p*_*1*_ = 0% and the normalized measured 5mC data. Error bars indicate mean ± SD from three biological replicates. (E) Levels of 5mC in *Tet1/2/3* KO and controls during the serum-to-2i transition measured by mass spectrometry. The colored box shows the overlay between the mathematical model prediction (dotted line) with *p*_*3*_ = 0% and the normalized measured 5mC data. Error bars indicate mean ± SD from three biological replicates. (F) Levels of 5hmC in *Tet1/2/3* KO and controls during the serum-to-2i transition measured by mass spectrometry. Error bars indicate mean ± SD from three biological replicates. See also Figure S2.

**Figure 3:**
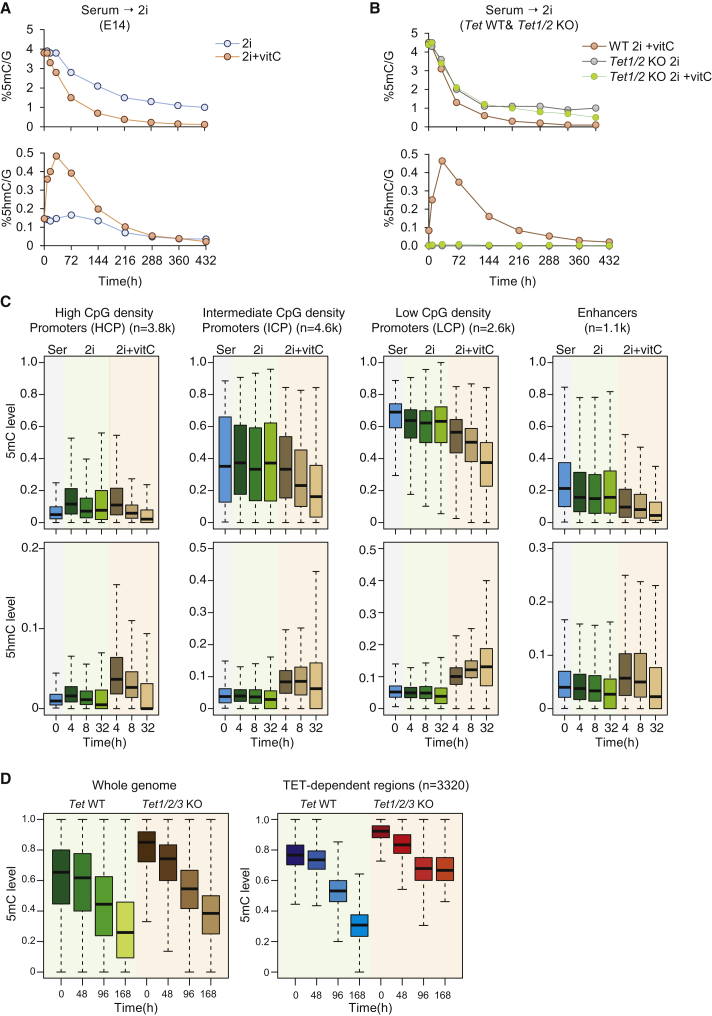
TET-Dependent Demethylation Dynamics during Reprogramming of Serum-to-2i ESCs (A) Percentage of 5mC (top) and 5hmC (bottom) as measured by LC-MS in E14 during serum-to-2i transition in the absence (blue line) or presence of vitC (red line). Error bars indicate mean ± SD from three biological replicates. (B) Percentage of 5mC (top) and 5hmC (bottom) as measured by LC-MS in *Tet1/2* KO during serum-to-2i transition in the absence (gray line) or presence of vitC (green line). Error bars indicate mean ± SD from three biological replicates. (C) Distribution of 5mC (top) and 5hmC levels (bottom) during the first 32 hr of reprogramming from serum (gray) to 2i (green) or 2i+vitC (orange) measured by WGBS and TAB-seq over high-CpG promoters (HCP), intermediate-CpG promoters (ICP), low-CpG promoters (LCP) and enhancers. For each class of genomic element, only the subset having 5hmC enrichment in serum (T = 0 hr) was considered. The horizontal line within the box plots represents the median. (D) Average methylation levels over 500-bp tiles in *Tet1/2/3* KO cells and corresponding control cells (*Tet* WT). Tet-dependent regions were identified using k-means clustering. See also Figure S3 and Table S2.

**Figure 4:**
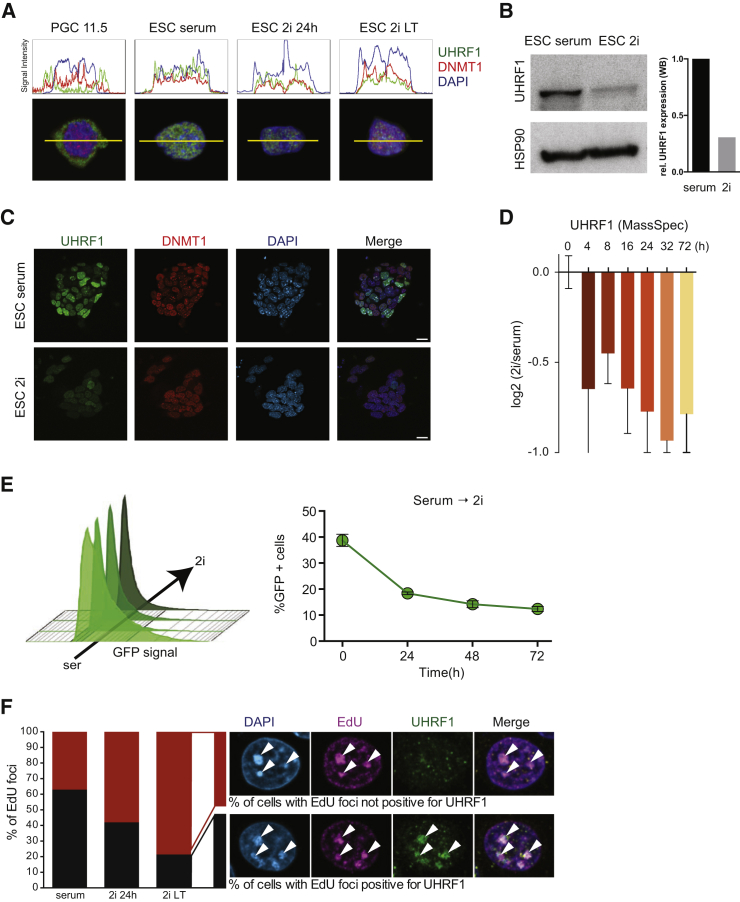
UHRF1 Is Regulated at the Protein Level in 2i (A) Cellular localization of UHRF1 (green) and DNMT1 (red) in mouse PGCs (E11.5), serum ESCs, 24-hr 2i ESCs, and long-term (LT) 2i ESCs. DAPI (blue) labels the nucleus. The RGB profiles show the signal intensity for each pixel along the horizontal yellow line. (B) Western blot analysis for UHRF1 protein in serum and LT 2i ESCs. Relative quantifications of the signal intensities of the bands on the western blot are shown in the bar chart. (C) Immunofluorescence staining for UHRF1 (green), DNMT1 (red) and DAPI (blue) in serum and LT 2i ESCs. Scale bar represents 20 μm. (D) Protein levels of UHRF1 detected by protein mass spectrometry (label-free quantification [LFQ]) at different time points during serum-to-2i conversion, relative to serum ESCs. Error bars indicate mean ± SD from two biological replicates. (E) FACS analysis of UHRF1-GFP fusion protein in ESCs during serum-to-2i conversion. Histograms show the GFP signal intensity at different time points during the conversion. The black arrow depicts the threshold used to quantify the percentage of GFP+ cells, shown in the line graph. Error bars indicate mean ± SD from three biological replicates. (F) Percentage of replication foci with co-localization of UHRF1 in serum, 24-hr 2i and LT 2i ESCs. Images from serum ESCs showing examples for the two quantified states; arrows indicate EdU+ replication foci. See also Figure S4.

**Figure 5:**
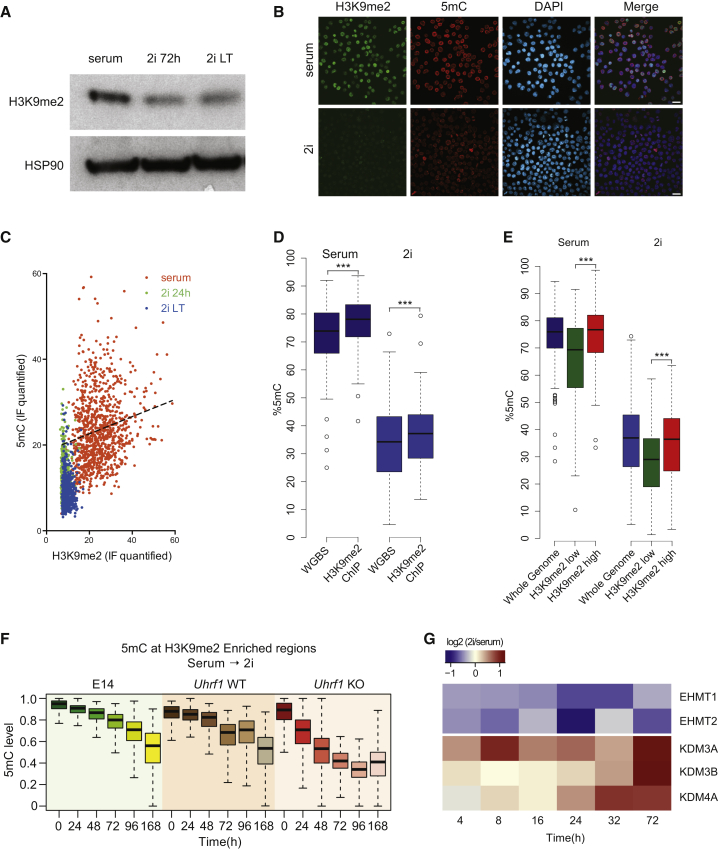
H3K9me2 Is Rapidly Reduced in 2i ESCs (A) Western blot analysis for H3K9me2 in serum and 2i ESCs. (B) Immunofluorescence staining for H3K9me2 (green), 5mC (red) and DAPI (blue) in serum and LT 2i ESCs. Scale bar represents 20 μm. (C) Correlation of the quantified signals of H3K9me2 and 5mC in immunofluorescence staining of serum, 24-hr 2i, and LT 2i ESCs. The dashed line represents the linear regression between H3K9me2 and 5mC signals in serum ESCs. (D) 5mC levels in H3K9me2-bound DNA and corresponding input samples from serum and LT 2i ESCs, measured by H3K9me2-ChIP-BS-seq. (E) 5mC levels in regions with high or low H3K9me enrichment in serum and LT 2i ESCs. (F) Levels of 5mC, determined by RRBS at H3K9me2 enriched regions during the serum-2i transition in E14, *Uhrf1* WT, and *Uhrf1* KO ESCs. (G) Relative protein levels of known H3K9 modifiers detected by protein mass spectrometry (label-free quantification [LFQ]) at different time points during serum-to-2i conversion. Levels are normalized to serum ESCs. Student’s t test was performed for the indicated comparisons (^∗∗∗^p < 0.001). See also Figure S5.

**Figure 6:**
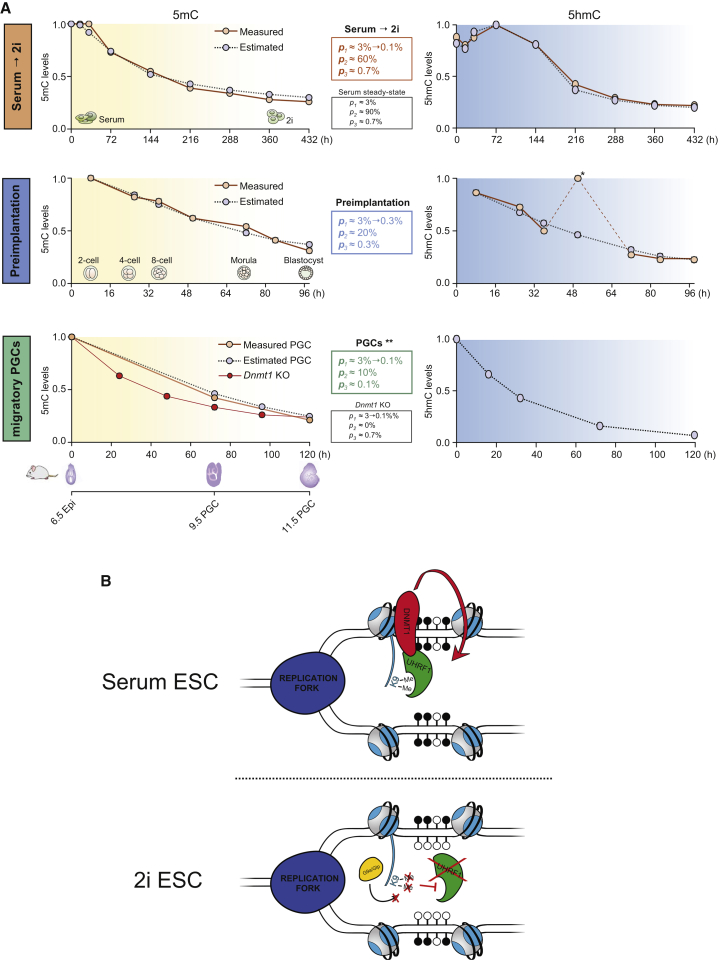
Dual Regulation of DNA Demethylation during Serum-2i Transition (A) Mathematical modeling of serum-2i transition, preimplantation development, and migratory PGC demethylation. The model estimates the activity of the main pathways related to DNA methylation dynamics, i.e., de novo methylation (*p*_*1*_), maintenance methylation (*p*_*2*_), and active demethylation (*p*_*3*_). The first column shows measured (solid lines) and estimated (dotted lines) global levels 5mC (values have been scaled) during serum-2i transition, preimplantation development, and migratory PGC demethylation. The second column summarizes the estimated activities of the three pathways in each condition. The steady-state activities in serum ESCs are included as a comparison. The third column shows the predicted (dotted lines) global 5hmC values (scaled) and, if available, also measured (solid lines) 5hmC levels. ^∗^The mathematical modeling did not predict a peak of global 5hmC levels in eight-cell embryos (Okamoto et al., 2016). ^∗∗^Global 5mC dynamics in migratory PGCs can be can be explained by two solutions of the mathematical model. The first solution is shown here and the second solution is shown in Figure S6. (B) Cartoon representation of the proposed model. In serum cells, UHRF1 is recruited to replication foci by binding to hemi-methylated DNA and H3K9me2 chromatin marks. Switching to 2i conditions results in passive loss of 5mC driven by a multilayer of regulation: downregulation of UHRF1 at the protein level, and loss of H3K9me2, which results in impaired recruitment to replication foci. See also Figure S6.

How the deposited data were processed for this re-analysis (not part of the article)

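Gene expression was measured by RNA-seq in E14 mouse ESCs at 4, 16, 24, and 32 hr after transfer from serum to 2i, without or with vitC, with 1 library for each of the 8 combinations. The authors depleted ribosomal RNA, prepared TruSeq libraries, and deposited raw counts per Ensembl gene made with HTSeq, without normalization. The genome build and annotation behind these counts are not stated in the paper's text. The identifiers were paired with gene symbols, biotypes, merged exon lengths, and GC content from GENCODE M21, in which 32604 of the 37263 identifiers were found, and no coordinates were used. Conditions and times came from the sample labels. Inhibitor concentrations are in µM in the paper and in mM in the labels. The lane was read from the deposited files' names and used as a technical batch only.

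The totals ranged from 12940716 to 18434932 counts in 2i (median 15504520) and from 4753528 to 13157570 with vitC (median 9431406). Intervals for single libraries are Wilson 95% confidence intervals. The smallest share a library can show was set at 3 counts, which is 0.16 to 0.63 CPM of the library totals. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. No 2 libraries held identical values.

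Genes with at least 1 CPM in at least 2 libraries were kept (14931 genes). Tests used edgeR 4.0.16 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3. Time was tested in an additive model of treatment and time on all 8 libraries, vitC with time as a block, and a change of the vitC effect with hours by an added linear term. The first models leave 3 residual degrees of freedom and the last leaves 2. With 1 library per combination these tests have no replicate cultures. On simulated counts with 100 genes changed 2-fold and 100 changed 4-fold among 14931, the edgeR test recovered 77% and 100% for 24 hr against 4 hr, 95% and 100% for vitC, and 10% and 82% for the change of the vitC effect with hours, with 7, 8, and 3 false calls. The changed genes were drawn from those with a mean of at least 5 CPM. The simulated spread depended on expression alone, without uneven reads on Lars2 or a bias by GC content or length. Recovery and false calls in the real libraries may therefore be less favourable.

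The genes named were fixed by a rule before the data were examined. They are the genes the paper names for the methylation machinery and the H3K9 modifiers, with Dazl, Prdm14, Dppa3, and Nanog, and, for 24 hr against 4 hr and for vitC, the 3 protein-coding genes with the largest rise and the 3 with the largest fall among those past the threshold with a mean of at least 5 CPM and the same direction in both treatments or at all 4 time points. Not every gene covered by this rule is reported here. The 5 gene lists (hypoxia targets, germline genes, cholesterol biosynthesis, replication-dependent histones, and naive pluripotency) were also written before the data were examined. Each list's median log2 fold change was placed among 10000 random lists matched on mean expression, as a description of these libraries. The alternatives were DESeq2 1.42.0, other scalings and filters, models without the treatment term or the time block, and the omission of each time point. A correction for GC content and gene length, the share of reads on Lars2 and the features that vary with it as a covariate, and the log2 change of 1 used to count changed genes among the methylation and H3K9 genes were chosen after seeing the data. log2 RPKM was computed from the deposited counts for the 2i library at 24 hr. Serum libraries were not analysed here, and the paper's text does not say which libraries are behind Figure 1B.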

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

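The 5 gene lists and the comparison with relabelled libraries were set before the data were examined, apart from the relabelling for the lists and for the change with hours. The edgeR tests for time, for vitC, and for its change with hours, and the fits that left out a time point, were also set beforehand. The tests of other explanations (GC content and length, depth, the reads on Lars2, the lanes) were chosen after the results were seen.

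The paper's text does not discuss expression with vitC. With time as a block, 25 genes passed an adjusted p-value of 0.05 in edgeR, 16 higher and 9 lower with vitC, all in the same direction at the 4 time points. C130073F10Rik (log2 fold change 1.84, adjusted p = 0.0039), Zfp951 (1.57, 0.040), and Atf7ip (1.39, 0.0039) rose the most, and Slc16a3 (-1.32, 0.045), Hist1h4a (-1.09, 0.0039), and Narf (-1.07, 0.012) fell the most by the rule fixed beforehand. Hist1h4a belongs to a family of near-identical genes, among which reads could be split. Of the 8 ways to exchange the treatments within time points, 1, the real one, gave as many genes, and 8 arrangements are too few to set chance aside. After correction for GC content and length 16 of the genes remained, but not Zfp951 (adjusted p = 0.061, edgeR) or Slc16a3 (0.072). With all libraries thinned to the smallest total 105 genes passed, but whether the 25 genes were among them was not checked. GC content and length therefore do not remove the result, whereas the count after thinning cannot settle the part of depth. The length of the list depends on the setting. Among the 399 genes called without the 4 hr pair, 64.2% moved the same way in the 4 hr pair, where few reads fell on Lars2 in either library. As genes are not independent, this alone does not separate vitC from the uneven reads on Lars2 described below. At 24 hr, where the features that vary with Lars2 took a similar share together with it (5.92% and 6.37%), all 11 genes called without the 24 hr pair moved the same way in that pair. Lars2 alone was at 9212 CPM of all counts in 2i and 20100 CPM with vitC at that time, so the pair is not matched on it. The pattern cannot be told apart from chance or from the uneven reads on Lars2. No gene passed for a vitC effect that changes with hours (0 genes, 431 at an unadjusted p-value under 0.05), and the relabelled arrangements gave 0 or 1 genes, so that comparison says nothing further.

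Hypoxia targets were lower with vitC, with a median log2 fold change of -0.33 over 40 genes, below all of the random lists (percentile 0), and negative at each time point (-0.10, -0.56, -0.55, and -0.20). The hypothesis set beforehand was that vitC, a cofactor of the hydroxylases that mark HIF1A for degradation, lowers HIF1A activity, and the direction is in line with it. The median was -0.32 after correction for GC content and length and -0.31 after thinning. However, the 2i library at 24 hr, in which many reads fell on Lars2, also had lower hypoxia targets, without vitC. Against the mean of the 2i libraries at 16 and 32 hr the median was -0.14 (percentile 0.03). The 24 hr library ran on lane 8 and the other libraries on lane 7, so this comparison cannot separate Lars2 from lane. The real arrangement was the 1 of 8 with a median as far from 0. In the 24 hr pair alone, which is not matched on the reads on Lars2, the median was -0.55 (percentile 0). The fall with vitC cannot be told apart from chance or from the uneven reads on Lars2.

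Germline genes were higher with vitC, with a median of 0.23 over 29 genes (percentile 99.97), although 0 of them passed the test singly in either direction. The medians at 4, 16, 24, and 32 hr were 0.033, 0.33, 0.14, and 0.34. All were positive, but the value was close to 0 in the 4 hr pair, where few reads fell on Lars2. The hypothesis set beforehand was that promoter demethylation with vitC is followed by expression within 32 hr. The median was 0.24 after correction for GC content and length and 0.24 after thinning. The 2i library at 24 hr was also compared with the mean of 16 and 32 hr, which ran on the other lane. The median was 0.11 (percentile 94.9), in the same direction but within the middle 95% of random lists. In the 24 hr pair alone it was 0.14 (percentile 93.5), also within it, so that uneven reads on Lars2 remain open as an explanation. The real arrangement was the 1 of 8 with a median as far from 0, so chance cannot be set aside. Methylation of these promoters was not analysed here.

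From 4 to 24 hr, cholesterol biosynthesis genes rose by a median of 0.81 over 24 genes (percentile 100), in 2i (0.87) and with vitC (0.74). The hypothesis set beforehand was that the loss of serum lipids induces them. The median was 0.80 after correction for GC content and length and 0.77 after thinning. Naive pluripotency genes rose by a median of 0.54 over 18 genes (percentile 100), as set beforehand for genes still rising after 4 hr in 2i, with medians of 0.53 and 0.54 under the same corrections. The reads on Lars2 also rise after 4 hr. Neither list was tested against that difference between libraries, which stays open as an explanation of both rises.

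Replication-dependent histone genes had a median of -0.28 from 4 to 24 hr over 48 genes (percentile 0.21), negative in 2i (-0.11) and with vitC (-0.43), as set beforehand for fewer cells in S phase. Thinning gave -0.32. After correction for GC content and length the median was -0.19, at percentile 21.2 of the random lists, so that this fall cannot be told apart from a bias by GC content or length, which were not separated.

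Among the 4 libraries of a treatment, 14 tests for a value far from the others were made on library totals and shares, and 2 stood apart, where chance gives about 1 in 20. The libraries of a treatment differ in time and are not replicates. The 10 most abundant genes took 8.29% of the counts in the vitC library at 4 hr, against 14.6%, 13.9%, and 14.3% at 16, 24, and 32 hr. Without Lars2, Gm23935, and ENSMUSG00000093077 the shares were 8.29%, 8.97%, 8.96%, and 11.4%, the largest gap over the range was 0.78, and no vitC library stood apart, so this is part of the pattern of those features. Lars2, Gm23935, and ENSMUSG00000093077 together took 5.92% in the 2i library at 24 hr, against 0.028%, 0.21%, and 0.56% at 4, 16, and 32 hr. With vitC they took 0.011%, 7.11%, 6.37%, and 4.21% at 4, 16, 24, and 32 hr. Their share was higher with vitC at 3 of the 4 time points, too few for a test to tell whether it follows vitC, and the lanes did not differ detectably (exact two-sided permutation test, p = 0.49). Ribosomal RNA left after depletion is a candidate explanation that could not be tested, since 0 of the counted identifiers are annotated as rRNA. Lars2 also had the largest rise from 4 to 24 hr by the rule fixed beforehand (log2 fold change 8.40, adjusted p = 0.0012, edgeR), and its rise is part of this pattern.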

How the results depend on the processing

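The correction for GC content and length, the covariate for the reads on Lars2 and the features that vary with it, and the log2 change of 1 used to count genes were chosen after seeing the data. The other alternatives were set before the data were examined. The cause was not tested for any change given here.

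Between 24 hr and 4 hr, 3061 genes passed, and 2845 to 3663 did so under the other scalings, filters, and tools. Without a treatment term 1891 passed, and with the Lars2 covariate, which overlaps with time, 0 (1416 at an unadjusted p-value under 0.05). Between 16 hr and 4 hr 2448 genes passed, and 1289 without a treatment term. Between 32 hr and 16 hr 87 genes passed, 239 with DESeq2, 589 without a filter on low counts, 188 among protein-coding genes alone, and 11 without a treatment term. The number between 32 hr and 4 hr, 3785, stayed within 1.5-fold under each alternative run for it.

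The number of genes that differed with vitC, 25, was the least stable. It was 299 with DESeq2, 690 without a filter on low counts, 13 at a mean of at least 5 CPM, 194 among protein-coding genes alone, 16 after the GC and length correction, 4 with the Lars2 covariate, and 0 without the time block (740 at an unadjusted p-value under 0.05). It ran from 0 to 399 across the 4 fits that each left out one time point, with 1761 at an unadjusted p-value under 0.05 where it was 0. Upper-quartile normalization gave 25. For a vitC effect changing with time, DESeq2 gave 1 gene and no filter gave 5, against 0.

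The cholesterol list was -0.13 (percentile 3.57) and the histone list 0.23 (percentile 100) from 16 to 32 hr, both opposite to 4 to 24 hr. The naive list was 0.042 (percentile 74.5) over that interval. The histone list was -0.19 (percentile 21.2) after the GC and length correction. The hypoxia and germline lists kept their direction under each scaling, filter, correction, and omitted time point run for them. Under these settings they also stayed outside the middle 95% of random lists. In the 24 hr pair alone the germline median was 0.14, within that middle 95% (percentile 93.5). In 2i, 2 of the 9 tested methylation genes changed by a log2 of at least 1 from 4 to 24 hr. The number was 4 with vitC and 4 in the additive fit, where Tet1 (1.40 and 1.20) and Tet3 (1.36 and 1.06) pass the limit. Upper-quartile normalization gave 3, as Tet1 moved from 0.99 in the main analysis to 1.00. That scaling raised Dnmt1 (0.2281 to 0.2425) and Uhrf1 (0.2141 to 0.2285) about as much, so this move is not particular to Tet1.

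Single genes reversed as follows. From 4 to 24 hr in the additive fit, the Lars2 covariate gave -0.28 for Dnmt1, -0.024 for Uhrf1, -0.091 for Dnmt3a, -0.012 for Tet3, and -0.31 for Dazl, and the GC and length correction gave -0.15 for Dnmt3a. In the 2i ratios, 16 hr in place of 24 hr gave -0.032 for Dnmt1, -0.032 for Uhrf1, -0.045 for Dnmt3a, -0.11 for Tet3, and 0.19 for Ehmt2, 32 hr gave 0.19 for Ehmt2, and the vitC libraries gave 0.0071 for Kdm3a. For vitC, the GC and length correction gave -0.016 for Dnmt1, -0.034 for Kdm4a, and 0.028 for Prdm14. The Lars2 covariate gave -0.047 for Dnmt1, -0.036 for Uhrf1, -0.047 for Kdm4a, 0.019 for Prdm14, and 0.018 for Nanog. Upper-quartile normalization gave -0.0029 and no filter -0.0041 for Uhrf1, whose value was 0.0019, and these shifts are about as small as those of the median of all genes, from -0.015 to -0.020 and -0.019. No time block gave 0.016 for Dnmt3b. Across the 4 fits that each left out one time point, the sign changed for Uhrf1 (from -0.037 to 0.047), Dnmt3a (-0.12 to 0.019), Kdm3a (-0.083 to 0.066), Kdm4a (-0.025 to 0.078), Ehmt1 (-0.023 to 0.012), and Prdm14 (-0.18 to 0.11).

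Among the alternatives set before the data were examined, vitC effects of single genes lost the adjusted p-value threshold in 19 cases and gained it in 13. Their changes from 4 to 24 hr lost it in 3 and gained it in 1. With the alternatives chosen after seeing the data these numbers were 6 and 0 for vitC and 17 and 2 for 4 to 24 hr. The sign was kept in all of these cases. The size of the fold change was not considered, and it could be larger where the threshold was lost. An example is Tet1 from 4 to 24 hr, at 1.33 with the Lars2 covariate against 1.20. The 2i ratios moved beyond counting error in 31 cases and log2 RPKM in 16. All 31 came from the vitC libraries, another time point, or the additive fit. Other scalings, protein-coding genes alone, and another prior count moved the 2i ratio of no gene beyond counting error. The 16 are every gene under both alternatives, and scaling by the reads on protein-coding genes shifts all genes alike. With 1 library per condition, no result here has a replicate culture to test it, and the smallest library, vitC at 24 hr with 4753528 counts, limits the vitC comparisons at that time.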

Differences from the paper's values

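The paper's values are log2 RPKM at 24 hr in 2i in Fig. 1B, read by eye, with the SD of 3 biological replicates as the paper states it. They come from other libraries than the single 2i library at 24 hr used here. The alternatives set before the data were examined were scaling by the reads on protein-coding genes in place of all genes and the length of the longest transcript in place of merged exons.

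For Dnmt3a the value here was 2.61, against the paper's about 0.9 in Fig. 1B, and the alternatives gave 2.85 and 3.39. For Dnmt3b it was 3.91 against the paper's about 3.0 in Fig. 1B, and 4.15 under both alternatives. For Dnmt1 it was 5.71 against the paper's about 4.9 in Fig. 1B, and 5.95 and 6.04 under the alternatives. For Uhrf1 it was 6.78 against the paper's about 6.0 in Fig. 1B, and 7.02 and 7.03 under the alternatives. For Tet1 it was 4.16 against the paper's about 3.2 in Fig. 1B, and 4.40 and 4.26 under the alternatives. For Tet2 it was 3.23 against the paper's about 1.6 in Fig. 1B, and 3.47 and 4.11 under the alternatives. Both alternatives raise the value of each gene, and the values of these genes were already above the paper's. They could therefore only widen these gaps, and whether the processing explains the gaps stays open. For Dnmt3l it was 2.00 against the paper's about 3.0 in Fig. 1B. With the length of the longest transcript it was 2.72, within the paper's SD, and with scaling by the reads on protein-coding genes 2.24, which was not. For Tet3 the value of -0.13 was within the SD of the paper's about -0.8 in Fig. 1B, whereas the alternatives gave 0.11 and 0.48, which were not.

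Fig. 1B shows Dnmt3a and Tet1 lower at 24 hr than at 6 hr in 2i. Here the 2i log2 ratio of 24 hr to 4 hr was 0.29 for Dnmt3a and 0.99 for Tet1. Fig. 1B also shows Tet2 and Tet3 lower at 24 hr than at 6 hr, and here the ratios were 0.39 and 0.77. Dnmt1 is lower at 24 hr than at 6 hr in Fig. 1B, and here its ratio was 0.23. The paper states that Dnmt3a is suppressed in 2i, which over this interval was not seen in these libraries. The paper states that KDM3A, KDM3B, and KDM4A rise at the protein level specifically. Here the 2i mRNA ratio of 24 hr to 4 hr was -0.35 for Kdm3a, which did not rise. It was 0.43 for Kdm3b and 0.64 for Kdm4a, without a serum library to compare with. After correction for GC content and length the additive changes of Kdm3b and Kdm4a did not pass (edgeR adjusted p = 0.43 and 0.063).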

Other observations

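The paper names Dazl, Prdm14, and Dppa3 among germ cell-specific genes whose promoters are methylated in serum. In these libraries Dazl had a vitC log2 fold change of 0.72 (adjusted p = 0.18, edgeR), with -0.41, 0.79, 1.45, and 1.01 at 4, 16, 24, and 32 hr. For Prdm14 it was -0.03 (adjusted p = 0.96) and for Dppa3 0.49 (adjusted p = 0.21), so none of these passed the threshold. Dazl passed in edgeR without a filter on low counts (0.71, adjusted p = 0.00010) and without the 4 hr pair (1.10, adjusted p = 0.0071). Without that filter 690 genes passed for vitC, against 25 with it. The adjusted p-value of Slc16a3 was then 1.2e-26, against 0.045 (edgeR), at a nearly unchanged fold change. With 1 library per condition, a pass in the fit without a filter therefore carries little weight, for Dazl, Tet1, or Tet3. Tet1 and Tet3 were higher with vitC at all 4 time points, by 0.59 (adjusted p = 0.051) and 0.91 (adjusted p = 0.058), and did not pass. Both passed with DESeq2 (adjusted p = 0.00054 and 0.0039), in edgeR among protein-coding genes alone (0.022 and 0.029), without a filter on low counts (7.2e-06 and 5.7e-05), and without the 4 hr pair (0.032 and 0.016), and in no other alternative. Nanog had a log2 fold change of 0.02 from 4 to 24 hr (adjusted p = 0.94, edgeR).

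From 4 to 24 hr, the genes with the largest rises by the rule fixed before the data were examined were Lars2 (8.40), Zfp503 (4.01, adjusted p = 5.9e-05, edgeR), and Thsd4 (3.93, adjusted p = 2.1e-05). Those with the largest falls were Alox15 (-6.29, adjusted p = 4.7e-05), Etv4 (-5.38, adjusted p = 9.0e-06), and Pllp (-4.54, adjusted p = 0.00018).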
